A study of Homo sapiens with 4 samples. Its data were reported in "Characterization and targeting of malignant stem cells in patients with advanced myelodysplastic syndromes" (2018).

How the data were processed

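RNA-seq was measured in 4 samples of CD123+ cells sorted from bone marrow of 2 patients with MDS, without or with HHT (per the labels, 250 nM for 4 hours). Per the labels, messenger RNA was purified with oligo-dT beads and made into strand-marked libraries. Trimming with Trimmomatic 0.32 is named in both the submitters' processing notes and the study's methods. For alignment the notes name Bowtie2 and the methods another aligner, and the sources used here do not settle which was run. Dose and time of HHT are given as in the labels, from which the supplement of the study differs; the sources used here do not settle which is right. The program that computed expression is not given in the sources used here.

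The authors deposited 1 table of FPKM values (fragments mapped to a gene, scaled by transcript length and by the mapped reads of the library), with a lower and an upper bound for each gene and library. FPKM are not counts, so no count model was used, whole reads could not be recovered, and the depth per sample is unknown. The lower FPKM bounds in the deposited table were 0 for between 98.0% and 98.7% of the rows with at least 1 FPKM, so the bounds were not used in any test. The notes and methods name genome build hg19, but the gene positions in the table follow GRCh38: 97.0% of 32590 genes compared held the midpoint of their GRCh38 RefSeq gene, against 14.0% of 33577 for GRCh37. Positions are therefore given as GRCh38. They were used for no other purpose, and a position in the table can span several overlapping genes. Whether the counting used the strand is not given in the sources used here, so values of overlapping genes are uncertain.

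Columns were matched to samples by their names. The name of 1 column spells the surface antigen differently from its sample's title, and was matched by the specimen and the HHT label. The labels carry the HHT treatment text on all 4 samples, but name HHT as an agent and in the title for 2 of them. The other 2 were taken as untreated, from titles without HHT. Replicate numbers stand for patients, as the titles show the same specimen with and without HHT. Each group holds 2 patients, so the spread between replicates is that between persons. With 1 sample left out the groups no longer hold the same patients, so the difference between persons also enters the fold change.

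Of 60655 rows, 596 of the Y chromosome or XIST were left out, and the other 60059 rows gave 58179 gene symbols. For 300 symbols with several rows the row with the highest mean was kept. The 13739 genes with a mean of at least 1 FPKM over the 4 samples were tested. Values were taken as log2(FPKM + 1) and fitted with limma 3.58.1 in R 4.3.3 (eBayes with an intensity trend, two-sided, Benjamini-Hochberg adjusted p threshold 0.05). The main comparison had no block, as the study's general test is unpaired. The same fit with the patient as a block was an alternative. Pairing comes from the shared donor: across genes, the deviations of a patient's untreated library from its group mean correlated with those of the same patient's HHT library at r = 0.469 (Spearman's rho = 0.498).

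A set of 38 gene lists (pathways, stress responses, cell type markers) was fixed before the data were examined, as were the tests and the rule for named genes. Of these, 37 had at least 5 tested genes and were tested with limma's camera (preset correlation 0.01, adjusted over the lists), and again with an estimated correlation and with fry, which asks whether a list's genes move one way without setting them against other genes. Lists written for a pathway that the study's own set test named number 6. The genes named are 16 fixed by name, up to 12 in each direction with the highest and lowest mean fold change among those past the threshold with the same sign in both patients, and up to 4 members of each list described, those with the largest mean change among members of the same sign in both patients. As 0 genes passed without the block, places were filled first from the blocked fit and then from genes with at least a 2-fold change in both patients, ordered by the smaller of their folds. HLA, immune receptor variable genes and small RNA families such as microRNAs and snoRNAs are not named.

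Alternatives were pseudocounts of 0.1 and 5, no filter, a mean of at least 5 FPKM, median-of-ratios scaling, quantile normalization, the patient block alone and with median-of-ratios scaling, no intensity trend, summed rows of a symbol, and each sample left out in turn. Chosen after seeing the data were a correction of each library for GC content and transcript length (natural splines with 4 degrees of freedom each, GENCODE v44 transcripts, 97.6% of tested genes matched), that correction with the patient block, coding genes only, and mitochondrial genes left out. The scripts were tested on simulated log-normal values for the 13739 genes, with these patients' differences, the spread of the blocked fit and 200 genes changed. The changed genes were drawn from the more highly expressed ones only. The noise was drawn independently for each gene. Without the simulated patient differences, the unblocked test recovered 39% of genes changed by 2 and 100% of genes changed by 4 on the log2 scale. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.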

Results

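To learn how inhibition of protein synthesis acts on the malignant stem cell compartment of myelodysplastic syndrome (MDS), RNA-seq was performed on CD123+ cells sorted from primary bone marrow specimens of 2 patients. CD123 is the alpha chain of the interleukin-3 receptor, encoded by IL3RA, and in the study it marks the stem cells (Lin−/CD34+/CD38−) of higher-risk disease. Cells of each patient were cultured for 4 hours in serum-free medium with cytokines, either untreated or with 250 nM homoharringtonine (HHT), a plant alkaloid that blocks translation elongation and whose semisynthetic form is omacetaxine. Dose and time are those of the labels. The supplement of the study gives another dose and a longer time for its RNA-seq of HHT-treated cells, so both are uncertain. The labels also carry the HHT treatment text on all 4 samples, and the untreated ones were told by a title without HHT and the lack of an agent. There were thus 2 untreated and 2 HHT libraries, and replicate 1 and replicate 2 are patient 1 and patient 2 in both groups. The deposited values are FPKM per gene, so read depth is unknown. The FPKM sums were 1107496 (untreated) and 1142668 (HHT) in patient 1, and 831574 and 690568 in patient 2. Between 12176 and 13447 gene rows reached 1 FPKM in a library.

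The libraries of the 2 patients stood apart before any comparison of the groups. Mitochondrially encoded transcripts held 13.2% of FPKM in the untreated and 8.2% in the HHT cells of patient 1, and 34.0% and 23.0% in those of patient 2. HBB, the beta chain of adult hemoglobin, was at 308 and 207 FPKM in patient 1, and at 7246 and 5219 FPKM in patient 2. Across the 13739 tested genes, log2 values correlated at r = 0.882 and 0.831 between the libraries of one patient, and at 0.791 and 0.777 between patients within the untreated and the HHT group. These correlations are across genes, which are not independent replicates.

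The comparison of HHT with untreated cells asks which transcripts change within hours when translation is blocked. Of 44 immediate early genes, which are switched on without new protein synthesis, 33 were higher with HHT in both patients, and so were 23 of 33 NF-kB-responsive inflammatory genes. Both rose as lists but not with an estimated correlation (limma camera, adjusted p = 0.97 for each), and no member passed over all genes. FOS, a subunit of the AP-1 transcription factor (ENSG00000170345.9, chromosome 14, 75278773 to 75282230 in GRCh38), was at 79.2 FPKM untreated and 2797 FPKM with HHT in patient 1, and at 10.3 and 140 FPKM in patient 2. That is a log2 fold change of 4.38 ± 1.57 (SE without the patient block, n = 2 per group). The SE was 0.442 with the block. Without the block the SE also holds the difference in level between the 2 patients. All fold changes are on the log2(FPKM + 1) scale, which understates the change of low genes.

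Gene by gene, limma found 0 genes higher and 0 genes lower at a Benjamini-Hochberg adjusted p under 0.05, with a smallest adjusted p of 0.533. At an unadjusted p under 0.05 there were 307 higher and 84 lower, and 213 and 133 with median-of-ratios scaling. With the patient as a block, 2 genes rose and 1 gene fell, and 1193 and 224 had an unadjusted p under 0.05. The latter counts were 633 and 447 with the block and median-of-ratios scaling. In simulated data with these patients' differences, the test without the block recovered 0% of genes changed by 2 or by 4 on the log2 scale, and the blocked test recovered 70% and 98%. The 0 calls without the block are thus no evidence that single genes did not change. The blocked test also called 32 unchanged genes in the simulation. The simulated changes were put only into more highly expressed genes, with the spread of the blocked fit, so the recovered shares need not hold for the real libraries. FOS, with a log2 fold change of 4.38, missed the threshold in the real blocked fit (adjusted p = 0.0764).

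The median log2 fold change of all tested genes was 0.26, and −0.04 with median-of-ratios scaling, so changes are best read against that shift. The patients' own fold changes had the same sign in 55.2% of genes (Pearson's r = 0.153, Spearman's rho = 0.173, across genes). In both patients 40% of genes were higher and 15.3% lower. At least a 2-fold difference in the same direction in both patients was seen in 956 genes that were higher and 210 that were lower, where independent patients would give 647 and 113. With median-of-ratios scaling these counts were 527 and 391, against 299 and 276.

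**Figure D1:**
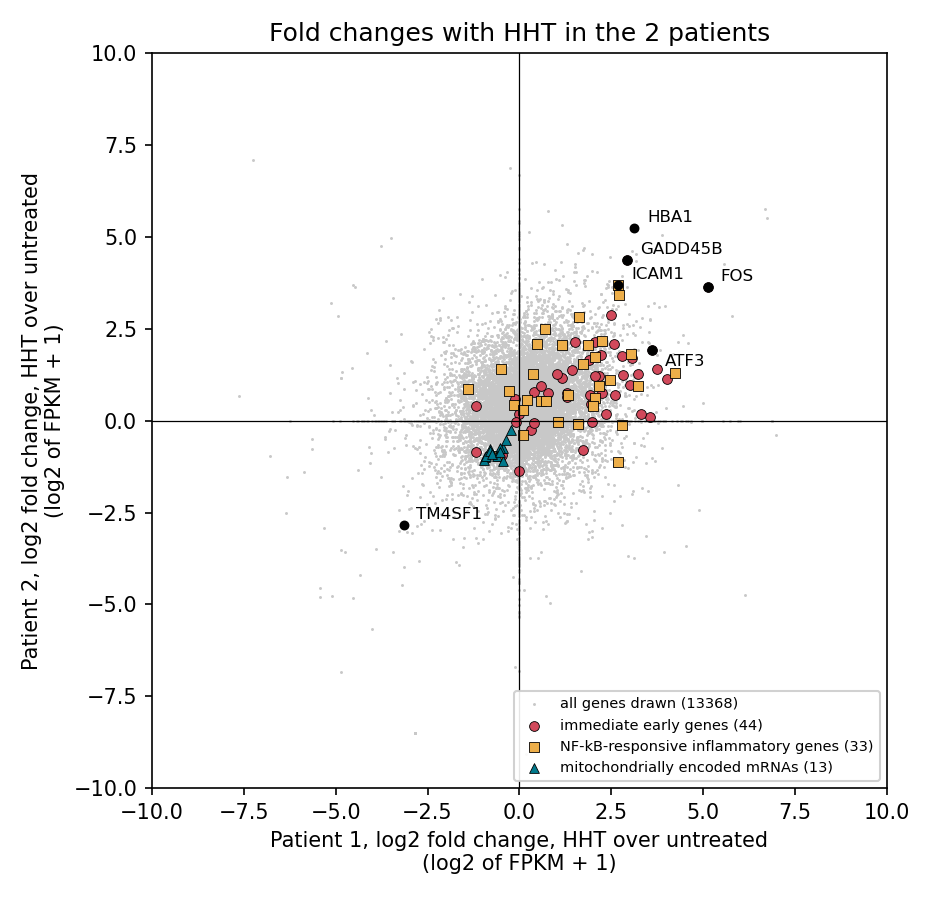
Log2 fold change of each gene with HHT in patient 1 (x axis) and patient 2 (y axis), on the log2(FPKM + 1) scale. Grey points are 13368 tested genes (immune receptor, HLA and some small RNA genes are not drawn), coloured points are members of 3 lists, and black points are named genes; 33 of the 44 immediate early genes lie above 0 in both patients, and all 13 mitochondrially encoded mRNAs lie below 0 in both.

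Immediate early genes rose as a list. The median log2 fold change of the 44 tested members was 1.45, with 1.96 in patient 1 and 0.86 in patient 2, and 33 were higher and 4 lower in both patients (limma camera, adjusted p = 8.83e-07). With an estimated correlation the list did not pass (adjusted p = 0.97). After FOS, GADD45B, a stress-induced signalling protein, was at 7.20 and 61.5 FPKM in patient 1 and at 1.66 and 54.2 FPKM in patient 2. ATF3, a stress-induced transcription factor, was at 15.7 and 204 FPKM in patient 1 and at 2.64 and 12.8 FPKM in patient 2. PPP1R15A, which directs the phosphatase of the initiation factor eIF2 alpha, was at 2.35 and 18.0 FPKM and at 3.001 and 28.1 FPKM. No member passed over all genes or adjusted over the list alone without the block. With the patient as a block, 0 passed over all genes, and 19 rose and 0 fell adjusted over the list alone, among them FOS (adjusted p = 0.001), GADD45B (0.00525), PPP1R15A (0.00954) and ATF3 (0.0107).

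NF-kB-responsive inflammatory genes rose as a list too, with a median log2 fold change of 1.28 over 33 members, 1.58 in patient 1 and 0.93 in patient 2 (camera, adjusted p = 6.51e-05, but adjusted p = 0.97 with an estimated correlation). In both patients 23 members were higher and 1 was lower. ICAM1, an adhesion molecule, was at 38.0 and 251 FPKM in patient 1 and at 6.98 and 102 FPKM in patient 2. The dendritic cell and B cell activation marker CD83 was at 39.8 and 267 FPKM, and at 7.81 and 92.9 FPKM. The chemokine CCL3 was at 8.31 and 175 FPKM, and at 37.5 and 93.5 FPKM. TNFAIP3, a feedback inhibitor of NF-kB, was at 9.59 and 85.1 FPKM, and at 3.30 and 14.1 FPKM. Adjusted over the list alone, 11 members rose with the patient block, including these 4, and 0 without it; 0 passed over all genes in either fit.

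The calls of both lists were lost with an estimated correlation and without the HHT library of patient 1. The test with an estimated correlation, at 2 residual degrees of freedom, cannot show whether correlation is the reason. Every list had an adjusted p of at least 0.97 in it. That held for circadian and short-lived transcription factor mRNAs too, whose estimated correlation of −0.014 was below the preset (adjusted p = 0.118 with the preset). The estimate was 0.355 for immediate early and 0.321 for NF-kB-responsive genes, above the preset of 0.01. For the other called lists, described below, it was 0.202 (histone), 0.073 (nonsense-mediated decay), 0.864 (ribosomal proteins) and 0.723 (mitochondrial mRNAs). The adjusted p with the preset thus assumes less correlation than was estimated for every called list. Without HHT replicate 1 the medians were 0.58 and 0.59 (adjusted p = 0.265 and 0.223 for the immediate early and the NF-kB-responsive list), and 0 lists rose. The NF-kB-responsive median was 0.65 without untreated replicate 2, and the immediate early median was 2.34 without HHT replicate 2, both still past the threshold.

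**Figure D2:**
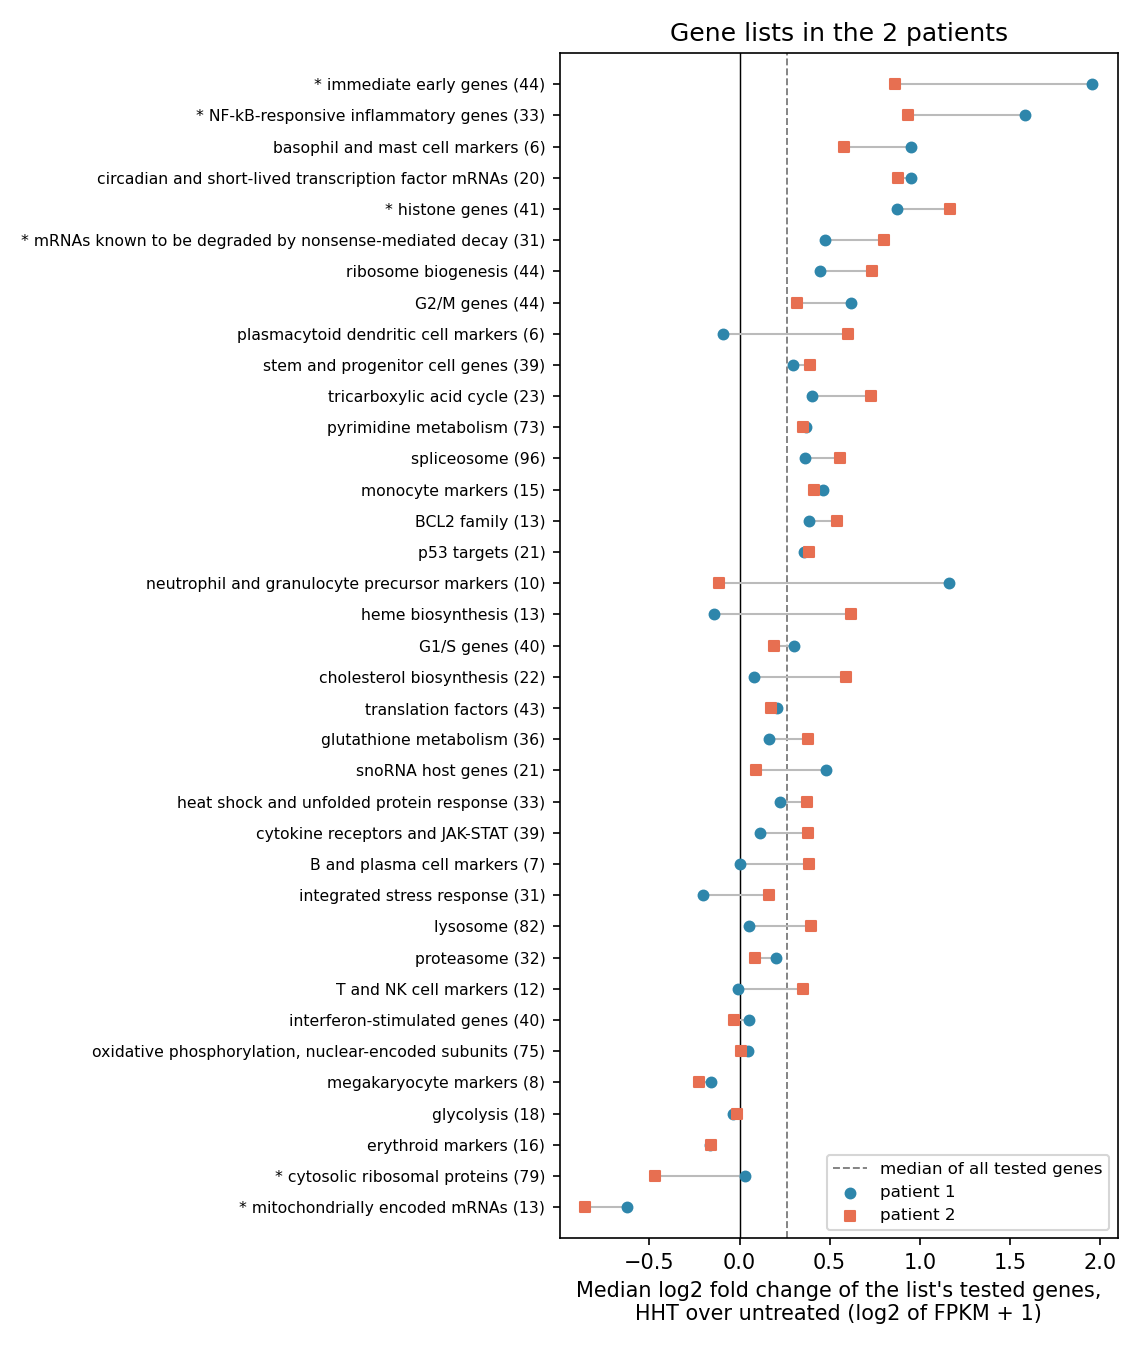
Median log2 fold change with HHT of the tested members of each of 37 gene lists (number of members in parentheses) in patient 1 (circles) and patient 2 (squares), on the log2(FPKM + 1) scale. The dashed line is the median of all tested genes over both patients, 0.26, and asterisks mark the 6 lists with an adjusted p under 0.05, of which the immediate early genes had the highest medians over both patients (1.45) and the mitochondrially encoded mRNAs the lowest (−0.79).

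Histone genes rose as a list, with a median log2 fold change of 0.86 over 41 members (0.88 in patient 1 and 1.17 in patient 2; camera, adjusted p = 0.00356). The adjusted p was 0.97 with an estimated correlation, and the median was 0.49 with a pseudocount of 5 and 1.40 with one of 0.1. The labels describe selection of RNA with oligo-dT beads. Whether the capture of histone transcripts differed between libraries was not tested, so the rise is one of captured RNA. In both patients 21 members were higher and 1 was lower. The linker histone gene HIST1H1E was at 15.7 and 150 FPKM in patient 1, and at 0.924 and 11.6 FPKM in patient 2. HIST2H2AA4, an H2A gene with a near-identical copy whose reads cannot be assigned with certainty, was at 4.01 and 57.5 FPKM, and at 1.13 and 13.3 FPKM. HIST1H2AM was listed at 0 in both untreated libraries and at 11.7 and 8.15 FPKM with HHT. The blocked fit called 4 members higher adjusted over the list alone and 0 over all genes; 0 passed in either way without the block. This list was chosen because the study's own set test named a pathway set that holds histone genes, so it is not an independent choice. That set was lower with HHT there, the opposite of the direction here. The call was lost without HHT replicate 1 (adjusted p = 0.187) and without untreated replicate 2 (adjusted p = 0.168). It held without untreated replicate 1 (median 1.32) and HHT replicate 2 (median 1.48).

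Transcripts known to be degraded by nonsense-mediated decay, a pathway that needs translation, rose as a list with a median of 0.73 over 31 members (0.48 in patient 1 and 0.80 in patient 2; camera, adjusted p = 0.0212, but adjusted p = 0.97 with an estimated correlation), and 19 were higher and 1 lower in both patients. Of its members, 4 are also immediate early genes, and the median of the other 27 was 0.66, with 0.31 in patient 1 and 0.77 in patient 2. The median of the list was 0.40 with median-of-ratios scaling (adjusted p = 0.029). The members with the largest changes were GADD45B, ATF3, PPP1R15A and CDKN1A, and all 4 are best known as stress-response genes. CDKN1A, which encodes the cell cycle inhibitor p21, was at 32.8 and 168 FPKM in patient 1, and at 10.1 and 45.0 FPKM in patient 2. With the patient block 5 members rose adjusted over the list alone and 0 over all genes, and 0 passed in either way without it. The list did not pass with any one library left out (adjusted p between 0.0747 and 0.179; median 0.38 without untreated replicate 2).

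Mitochondrially encoded mRNAs, all of which specify subunits of the respiratory chain or ATP synthase, fell as a list by 0.79 (median log2 fold change −0.79 over 13 members; camera, adjusted p = 3.78e-04). With an estimated correlation the adjusted p was 0.97. All 13 were lower in both patients, with medians of −0.62 in patient 1 and −0.86 in patient 2. MT-CO3, a subunit of cytochrome c oxidase, was at 9967 and 5102 FPKM in patient 1, and at 28685 and 13697 FPKM in patient 2. MT-ATP6 was at 15210 and 7883 FPKM, and at 24500 and 12383 FPKM. MT-CYB was at 17841 and 9412 FPKM, and at 20610 and 10549 FPKM. With the patient block 11 members fell adjusted over the list alone and 0 over all genes; 0 passed in either way without it. The median was −1.19 with median-of-ratios scaling (adjusted p = 3.82e-05). The list did not pass after quantile normalization (−0.39, adjusted p = 0.111), nor without untreated replicate 2 (−0.24, adjusted p = 0.678) or HHT replicate 1 (−0.30, adjusted p = 0.24). It was −1.31 without untreated replicate 1 and −1.20 without HHT replicate 2.

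Cytosolic ribosomal protein genes fell as a list by a small margin (median −0.22, mean −0.10, 79 members; camera, adjusted p = 0.00399), and the fall was against all other genes. With an estimated correlation the adjusted p was 0.97, and with median-of-ratios scaling the median was −0.62 (adjusted p = 9.43e-07). The median was 0.03 in patient 1 and −0.47 in patient 2; 34 members were lower and 10 higher in both patients. RPS27 was at 16052 and 13182 FPKM in patient 1, and at 6769 and 4086 FPKM in patient 2. RPL5 was at 2964 and 3355 FPKM, and at 1777 and 1102 FPKM, and RPL23 was at 4505 and 3444 FPKM, and at 1857 and 1732 FPKM. Members with the largest change went the other way: RPS15 was at 124 and 1056 FPKM, and at 51.5 and 321 FPKM, and RPL8 was at 891 and 2938 FPKM, and at 233 and 1034 FPKM. Those 2 rose in the blocked fit adjusted over the list alone, 0 passed over all genes, and 0 passed in either way without the block. RPS15 and RPL8 had a GC content of 62.1% and 62.2%, against a list median of 50.2%, and a GC content trend was not weighed for them. The list's call was lost after quantile normalization (−0.06, adjusted p = 0.946) and without untreated replicate 1 (0.20, adjusted p = 0.256). Without HHT replicate 2 the direction turned (0.45, adjusted p = 0.982), and without untreated replicate 2 or HHT replicate 1 the medians were −0.67 and −0.87.

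The other 31 lists did not pass without the block (adjusted p between 0.118 and 0.898), and the median of 24 of them changed sign with 1 library left out and that of 16 with median-of-ratios scaling. Among the unblocked alternatives that kept all 4 libraries, ribosome biogenesis genes rose with no filter (0.58, adjusted p = 0.0245) and without mitochondrial genes (0.61, adjusted p = 0.0303), and spliceosome genes rose with no filter (0.39, adjusted p = 0.00111). With the patient block 3 of them rose. In the simulated data the blocked fit also called 3 lists beside the one that had been shifted, and the fit without the block 0. The simulated noise was independent between genes, so these counts do not show how either fit behaves with correlated genes. Ribosome biogenesis genes had a median of 0.64 (44 members, 31 higher and 3 lower in both patients; blocked adjusted p = 0.00587, and 0.837 with an estimated correlation). That call was lost with median-of-ratios scaling (0.27, adjusted p = 0.0764 in the blocked fit). Without the block, the median was −0.02 without untreated replicate 2 and −0.05 without HHT replicate 1. It was 1.24 without untreated replicate 1 and 1.44 without HHT replicate 2. WDR43, a factor of small-subunit assembly, was at 36.0 and 143 FPKM in patient 1, and at 4.83 and 26.3 FPKM in patient 2. Spliceosome genes had a median of 0.39 (96 members, blocked adjusted p = 0.0338), which was 0.01 with median-of-ratios scaling (adjusted p = 0.582 in the blocked fit). It was 0.03 without untreated replicate 2 and 0.86 without untreated replicate 1 (no block). The spliceosome list was written for a pathway named by the set test of the study on HHT-treated cells. The study's own spliceosome set was lower with HHT there. That test may rest on these libraries, so the list is not independent evidence. Circadian and short-lived transcription factor mRNAs had a median of 0.88 (20 members, blocked adjusted p = 0.0431, but 0.0845 with the GC content and length correction), and ID3 was at 3.33 and 17.1 FPKM, and at 1.09 and 7.13 FPKM. The circadian median was 0.62 with median-of-ratios scaling, and between 0.51 and 1.06 with 1 library left out. The spliceosome and circadian lists also had an adjusted p of 0.837 in the blocked fit with an estimated correlation. No member of the 3 lists passed over all genes or adjusted over the list alone, in either fit.

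Lists of metabolic pathways that the study named from its set test of HHT-treated cells did not pass with all 4 libraries and no rescaling, in either fit. That test may rest on these libraries, so they are not independent evidence, and the sets were lower with HHT there. The study ran gene set enrichment on KEGG sets, whereas the lists here were written for this report and tested with camera. Its nominal p-values for oxidative phosphorylation and glutathione metabolism were above 0.05. The oxidative phosphorylation list here leaves out the mitochondrially encoded subunits, which fell as a list of their own. Nuclear-encoded subunits of oxidative phosphorylation had a median of −0.08 over 75 members (mean 0.23; 24 higher and 19 lower in both patients; adjusted p = 0.669). That median was −0.47 with median-of-ratios scaling and the block, where the list fell (adjusted p = 0.016). It was −0.62 without untreated replicate 2 and without HHT replicate 1, and 0.54 and 0.61 without untreated replicate 1 and HHT replicate 2. Lysosomal genes had a median of 0.10 over 82 members (adjusted p = 0.898), glutathione metabolism 0.17 over 36 (adjusted p = 0.687) and pyrimidine metabolism 0.40 over 73 (adjusted p = 0.669). With median-of-ratios scaling the lysosomal, glutathione and pyrimidine medians were −0.18, −0.21 and 0.06. With 1 library left out, the glutathione median was −0.36 without HHT replicate 1, −0.30 without untreated replicate 2, and 1.15 without HHT replicate 2. The pyrimidine median was −0.11 without untreated replicate 2, −0.04 without HHT replicate 1, and 0.82 without HHT replicate 2. The lysosomal median was between 0.05 and 0.43 with 1 library left out. GPX4, the peroxidase that detoxifies lipid peroxides, was at 11.1 and 108 FPKM in patient 1, and at 1.83 and 56.4 FPKM in patient 2, and rose in the blocked fit adjusted over the glutathione list alone (adjusted p = 0.00456). NDUFS7 and NDUFB11, subunits of respiratory complex I, rose in the same way over the oxidative phosphorylation list (adjusted p = 0.0216 for each). NDUFS7 was at 1.60 and 35.4 FPKM, and at 0.22 and 9.37 FPKM. GC content was 62.0% for GPX4 (list median 50.1%), and 66.9% and 58.9% for NDUFS7 and NDUFB11 (list median 49.2%). A GC content trend was not weighed for these 3 genes.

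The lists of stress and survival genes did not pass with all 4 libraries. BCL2 family genes had a median of 0.34 over 13 members (adjusted p = 0.898), and no member passed in either fit, over all genes or adjusted over the list alone. The BCL2 family median was −0.04 with median-of-ratios scaling, and between 0.08 and 0.75 with 1 library left out. Of 21 p53 targets, 13 were higher and 3 lower in both patients (median 0.33; adjusted p = 0.669), and 3 rose in the blocked fit adjusted over the list alone, CDKN1A, BTG2 and PMAIP1. The p53 target median was 0.02 with median-of-ratios scaling, −0.06 without untreated replicate 2, 0.04 without HHT replicate 1 and 0.69 without HHT replicate 2. BTG2 was at 31.2 and 430 FPKM in patient 1, and at 11.9 and 33.5 FPKM in patient 2. PMAIP1, which encodes the BH3-only protein NOXA, was at 53.9 and 141 FPKM, and at 2.80 and 41.1 FPKM. MCL1, a short-lived anti-apoptotic protein that NOXA binds, was at 111 and 276 FPKM, and at 29.5 and 49.8 FPKM. MCL1 had a log2 fold change of 1.02, with an SE of 1.09 without the block and 0.382 with it (limma, blocked adjusted p = 0.423). Its relative BCL2L1 was at 11.2 and 17.9 FPKM, and at 4.54 and 12.1 FPKM. BCL2 was below the expression filter, with 0.662 and 0.824 FPKM, and 0.020 and 0.044 FPKM. MYC was at 5.76 and 9.11 FPKM, and at 3.22 and 7.14 FPKM. Integrated stress response genes had a median of 0.11 over 31 members (adjusted p = 0.669), and heat shock and unfolded protein response genes one of 0.16 over 33 (adjusted p = 0.898). Adjusted over the list alone in the blocked fit, 3 integrated stress response genes rose, ATF3, PPP1R15A and DDIT3 (the last named after its values were seen), and so did the heat shock co-chaperone DNAJB1. DNAJB1 was at 73.8 and 452 FPKM, and at 15.7 and 55.4 FPKM. The integrated stress response median was −0.86 without untreated replicate 2 and 0.61 without untreated replicate 1. The heat shock median was −0.24 with median-of-ratios scaling, −0.44 without untreated replicate 2, −0.40 without HHT replicate 1 and 0.95 without untreated replicate 1.

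Markers of the sorted population were measured in every library. IL3RA was at 33.9 and 38.9 FPKM in patient 1, and at 1.79 and 20.9 FPKM in patient 2. Its log2 fold change was 1.58, with an SE of 1.21 without the block and 0.695 with it (limma, blocked adjusted p = 0.502). CD34 was at 14.5 and 33.5 FPKM, and at 10.2 and 20.5 FPKM. CD38, which the sort was to exclude, was at 12.6 and 20.1 FPKM, and at 1.81 and 0.736 FPKM. THY1 was at 0.946 and 1.32 FPKM, and at 0.071 and 2.49 FPKM, and CD99 at 23.2 and 24.6 FPKM, and at 9.94 and 19.8 FPKM. HOXA9 was at 2.46 and 10.3 FPKM, and at 10.9 and 7.11 FPKM. SMO was at 1.31 and 2.58 FPKM, and was listed at 0 and at 0.667 FPKM in patient 2. MN1, below the filter, was at 0.712 FPKM and listed at 0, and was at 1.05 and 2.08 FPKM. IL1RAP was at 12.2 and 27.4 FPKM, and at 3.29 and 4.48 FPKM, and STAT3 at 24.9 and 29.9 FPKM, and at 25.8 and 36.4 FPKM. None of these genes passed the test in either fit. Stem and progenitor cell genes as a list had a median of 0.50 over 39 members (adjusted p = 0.727), and MEIS1, a homeobox cofactor of HOXA9, was at 186 and 569 FPKM, and at 91.7 and 277 FPKM. The median of that list was 0.15 with median-of-ratios scaling, and between 0.11 and 0.66 with 1 library left out.

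Markers of other cell types did not pass as lists with all 4 libraries, but 1 library could change that. The monocyte median was 1.82 without untreated replicate 2 and −0.72 without untreated replicate 1. That of neutrophil and granulocyte precursor markers was 1.72 and −0.70 in these fits. The erythroid median was −1.09 without untreated replicate 1 and 1.25 without HHT replicate 1. These values mix in the difference between the patients: untreated LYZ was at 21.4 FPKM in patient 1 and 296 FPKM in patient 2. They are thus no evidence of a change with HHT. Within patient 1 and patient 2 the monocyte medians were 0.46 and 0.41, and the erythroid medians −0.17 and −0.16. With all libraries, monocyte markers had a median of 0.35 over 15 genes (adjusted p = 0.669), with CD14 at 0.033 and 1.55 FPKM in patient 1, and at 0.84 and 10.8 FPKM in patient 2. S100A9 was at 7.52 and 41.4 FPKM, and at 15.8 and 31.3 FPKM. Neutrophil and granulocyte precursor markers had a median of 1.16 in patient 1 and −0.11 in patient 2 (adjusted p = 0.669), and MPO, the myeloperoxidase of granule precursors, was at 12.8 and 60.5 FPKM, and at 14.7 and 64.9 FPKM. MPO rose in the blocked fit adjusted over its list alone (adjusted p = 0.0155). Erythroid markers had a median of −0.19 over 16 genes (adjusted p = 0.869). HBA1 and HBA2, the paired alpha-globin genes, nevertheless rose in the blocked fit adjusted over that list alone (adjusted p = 0.00159 for each). So did the biliverdin reductase BLVRB and the carbonic anhydrase CA2, the latter named after its values were seen. HBA1 was at 0.822 and 14.9 FPKM, and at 15.7 and 627 FPKM, and HBA2 was at 3.30 and 28.5 FPKM, and at 76.2 and 1184 FPKM. HBA1 and HBA2 are near-identical, so the split of reads between them is uncertain.

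**Figure D3:**
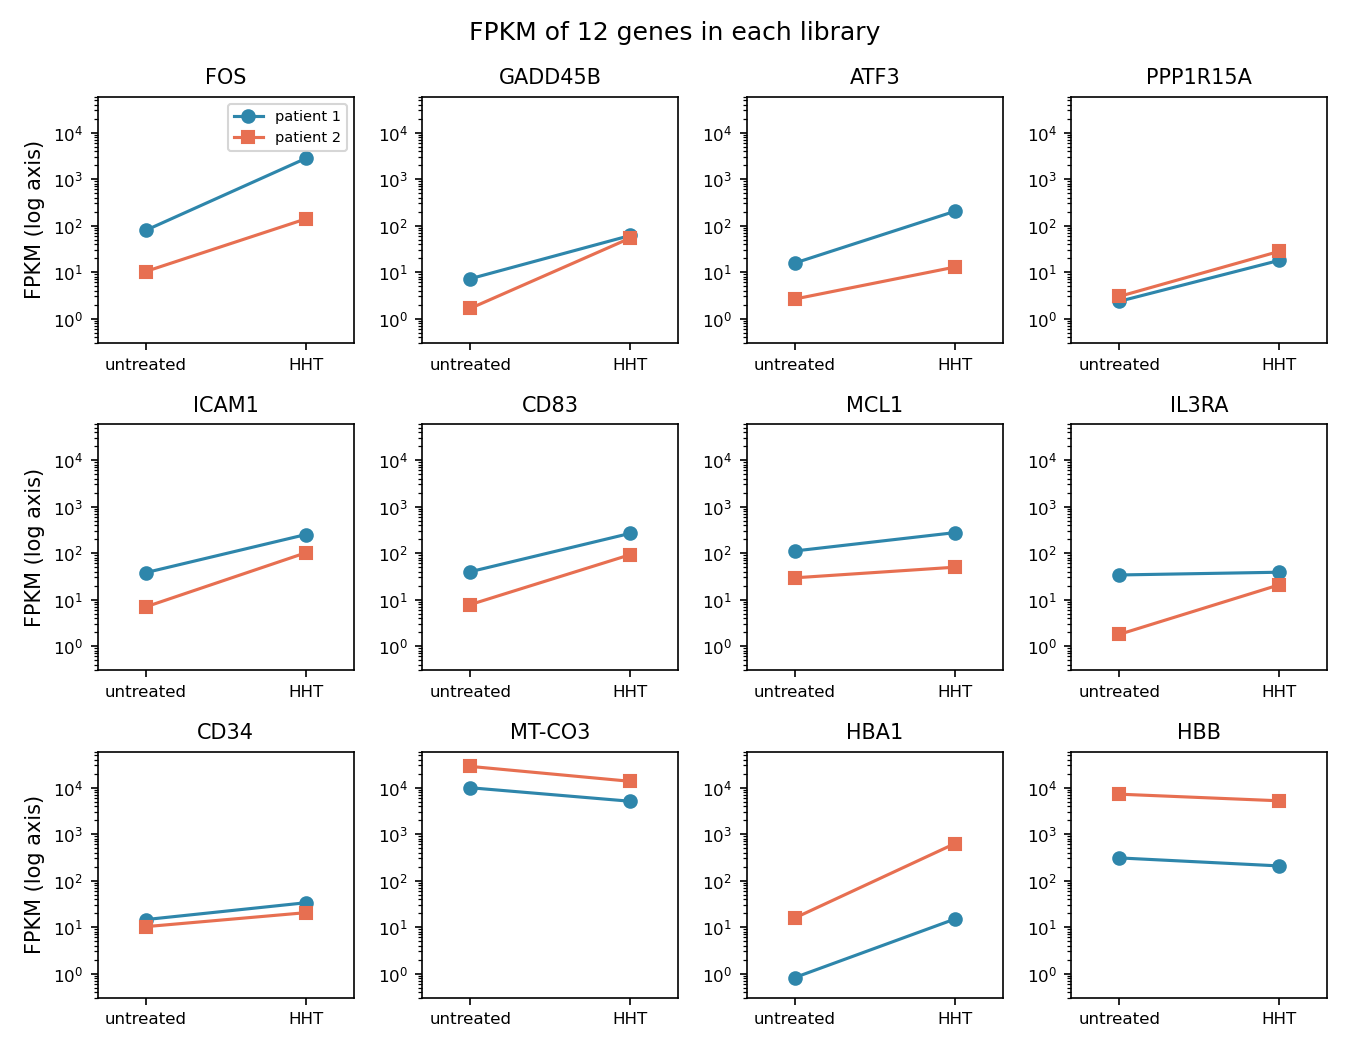
FPKM of 12 genes in the untreated and HHT libraries of patient 1 (circles) and patient 2 (squares), on one log axis, with each line joining the libraries of 1 patient. FOS went from 79.2 to 2797 FPKM in patient 1 and from 10.3 to 140 FPKM in patient 2, while MT-CO3 went from 9967 to 5102 FPKM and from 28685 to 13697 FPKM.

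The genes that passed one by one with the patient block all lacked a transcript annotated as protein coding (called noncoding here), and the short ones were listed at 0 in a whole group. TRGJP1, a T cell receptor gamma joining segment of 60 nt, was listed at 0 in both untreated libraries and was at 101 and 53.4 FPKM with HHT (blocked adjusted p = 0.0455). It is shorter than the reads described in the study's methods, so its FPKM are uncertain. TMSB4XP1, a 135 nt pseudogene of thymosin beta 4, was listed at 0 untreated and was at 106 and 45.0 FPKM with HHT (blocked adjusted p = 0.0455). The noncoding gene RP11-475C16.1 fell, from 312 to 8.13 FPKM in patient 1 and from 93.7 to 2.47 FPKM in patient 2 (blocked adjusted p = 0.0455).

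Other genes with large differences in both patients did not pass in either fit. LRPAP1, a chaperone of lipoprotein receptors, was at 2.19 and 27.9 FPKM in patient 1, and at 0.211 and 27.3 FPKM in patient 2. RP11-175B9.3 was at 7.93 and 99.3 FPKM, and at 2.48 and 29.3 FPKM, and RPL39P at 5.23 and 95.8 FPKM, and listed at 0 and at 7.70 FPKM. AC108479.3 and RP11-667K14.13 were listed at 0 untreated, and were at 46.0 and 18.2 FPKM, and at 13.8 and 31.9 FPKM, with HHT. In the other direction stood genes recorded as noncoding or without a recorded kind, many of them shorter than 300 nt. RP11-151F5.2 was longer, at 478 nt. Whether capture of such RNAs by the oligo-dT beads differed between libraries was not tested. The vault RNAs VTRNA1-1 and VTRNA1-3 were at 42.2 and 26.7 FPKM and at 28.1 and 114 FPKM in the untreated cells of patient 1 and patient 2, and were listed at 0 with HHT. The Y RNA RNY1 (25.9 and 10.95 FPKM untreated), the 5S pseudogene RNA5SP128 (27.7 and 10.4 FPKM), AL132780.1 (42.1 and 22.6 FPKM), AL031587.1 (21.9 and 27.4 FPKM), MEG8_2 (19.2 and 17.3 FPKM) and AC024590.1 (9.77 and 10.9 FPKM) were also listed at 0 with HHT in both patients. RP11-510N19.2, RP11-151F5.2 and UPF3BP2 were at 16.6 and 49.4, 17.0 and 12.7, and 8.09 and 21.1 FPKM untreated, and at most at 0.221 FPKM with HHT. Of the 35 genes with at least an 8-fold difference in the same direction in both patients, 30 had a known length, and 21 of these were noncoding and shorter than 300 nt, a class that makes up 5.9% of tested genes with a length. A value of 0 in these files can be a failed estimate: 19 of 2752 genes above 20 FPKM in at least 3 libraries were listed at 0 in the remaining one.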

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

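The GC content and length correction, the coding genes alone and the tests without mitochondrial genes were chosen after the results were seen. Immediate early and NF-kB-responsive genes were higher under each of 20 alternatives, with medians between 0.58 and 2.34 and between 0.59 and 1.86, and passed in 17 of them. Both missed the threshold without HHT replicate 1, with an estimated correlation (medians 1.45 and 1.28, adjusted p = 0.97) and with fry (adjusted p = 0.916). The other called lists also lost their calls in the last 2 tests: histone genes (0.86), nonsense-mediated decay targets (0.73), ribosomal proteins (−0.22) and mitochondrial mRNAs (−0.79), leaving 0 lists higher and 0 lower. In these 2 tests every list had an adjusted p of at least 0.97 and at least 0.916, so they could not tell lists apart. The cause was not tested for any change listed here. Where a sample is removed, fewer samples are left and the groups hold unlike patients, so the patients' difference in level enters. The lone sample of a group is then assumed to vary like the other group.

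With the patient as a replicate block, 2 genes were higher, 1 was lower and 7 lists were higher. The gene counts were also 2 and 1 in the block fits with median-of-ratios scaling or with the GC content and length correction. The block also made the calls given in the report as adjusted over a list alone, of which there were 0 without it, and it changed no call beyond these. The calls adjusted over a list alone come from values without median-of-ratios scaling. With no filter 6 lists were higher and 0 lower (ribosomal proteins −0.22, adjusted p = 0.304; mitochondrial mRNAs −0.79, adjusted p = 0.299). Quantile normalization also left 0 lists lower (−0.06 and −0.39), and 5 lists were higher and 1 lower without mitochondrial genes. Nonsense-mediated decay targets missed the threshold at a mean of at least 5 FPKM (0.75, adjusted p = 0.0703), with the GC content and length correction (0.67, adjusted p = 0.0581) and among coding genes (0.74, adjusted p = 0.053).

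The share of genes with the same sign in both patients, 55.2%, was 38.4% with no filter, 60.3% at a mean of at least 5 FPKM, 54.2% with median-of-ratios scaling, 53.5% with quantile normalization, 57.4% with the GC content and length correction, 59.2% among coding genes and 53.7% without mitochondrial genes. With no filter many genes are listed at 0 in a pair of libraries.

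Leaving out each sample in turn gave between 0 and 6 lists higher and between 1 and 3 lower, and 0 genes in either direction. Medians ranged from 0.58 to 2.34 for immediate early genes, from 0.59 to 1.86 for NF-kB-responsive genes, from 0.65 to 1.48 for histone genes, from 0.38 to 0.94 for nonsense-mediated decay targets, from −0.87 to 0.45 for ribosomal proteins and from −1.31 to −0.24 for mitochondrial mRNAs. Single genes without a call changed sign in this way: IL3RA (−0.24 to 3.40), CD38 (−1.83 to 1.78), CD99 (−0.07 to 1.07), HOXA9 (−0.31 to 1.47), IL1RAP (−0.46 to 1.92), MCL1 (−0.20 to 2.24), RPL5 (−1.06 to 0.55), RPL23 (−0.88 to 0.40), RPS27 (−1.35 to 0.34), HBB (−2.85 to 1.80), LYZ (−1.11 to 2.62), S100A8 (−0.72 to 2.71), VWF (−2.07 to 0.30) and PECAM1 (−1.39 to 0.91). CD38 was at 0.13 with a pseudocount of 5. STAT3 was at −0.01 with median-of-ratios scaling, without and with the block, and at −0.04 with quantile normalization. In the other comparisons of named genes with an alternative, 1541 kept their direction and their side of the threshold. Depth is unknown, so no limit of detection can be given.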

Other observations

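The tests of mitochondrial RNA, of GC content and length as the whole cause, of erythroid cells and of the alpha-globin sum were chosen after the results were seen. Lists not described so far did not pass without the block. Cell cycle genes had medians of 0.27 (G1/S, 40 genes, adjusted p = 0.898) and 0.53 (G2/M, 44 genes, adjusted p = 0.302), and 27 G2/M genes were higher and 1 lower in both patients. The G2/M median was 1.18 without untreated replicate 1 and 1.31 without HHT replicate 2. It was −0.23 without untreated replicate 2 and −0.17 without HHT replicate 1. The G1/S median was −0.25 and −0.26 without these, 1.01 without HHT replicate 2 and −0.08 with median-of-ratios scaling. Translation factors had a median of 0.23 over 43 genes (adjusted p = 0.898), which was −0.33 without untreated replicate 2, −0.22 without HHT replicate 1, 0.70 without HHT replicate 2 and −0.16 with median-of-ratios scaling. Interferon-stimulated genes had a median of 0.05 over 40 genes (adjusted p = 0.669; −0.51 without HHT replicate 1, 0.49 without HHT replicate 2 and −0.30 with median-of-ratios scaling), with ISG15 at 2.33 and 17.0 FPKM in patient 1, and listed at 0 and at 12.9 FPKM in patient 2. Cytokine receptor and JAK-STAT genes had a median of 0.15 over 39 genes (adjusted p = 0.898; −0.13 without untreated replicate 2, 0.49 without HHT replicate 2 and −0.17 with median-of-ratios scaling). OSM, the cytokine oncostatin M, was the member with the largest mean change, at 4.75 and 125 FPKM, and at 0.074 and 4.36 FPKM, and rose in the blocked fit adjusted over that list alone (adjusted p = 0.0446). Its GC content was 62.1%, against a list median of 50.8%, and a GC content trend was not weighed for it. Among snoRNA host genes (median 0.17, 21 genes, adjusted p = 0.898), 1 rose in the blocked fit adjusted over the list alone: SNHG17 was at 68.1 and 352 FPKM, and at 6.68 and 93.5 FPKM. The median of that list was −0.27 without HHT replicate 1, 1.0 without HHT replicate 2 and −0.22 with median-of-ratios scaling. Host transcripts of this kind are known targets of nonsense-mediated decay. Basophil and mast cell markers had a median of 0.90 over 6 genes, 5 of them higher in both patients (adjusted p = 0.302). That median was 0.52 with median-of-ratios scaling, and between 0.30 and 1.36 with 1 library left out.

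The first pattern is the higher level of immediate early and NF-kB-responsive genes with HHT. A fall of mitochondrial RNA that lifts all other FPKM alike is argued against, since the 77 members had medians of 1.71 in patient 1 and 0.57 in patient 2 relative to all genes. The lower 95% bounds were 1.14 and 0.32. These bounds are taken over the genes within a patient, which are not independent replicates, so they do not measure the spread between persons. A trend of the libraries with GC content and length may account for part of the difference in patient 2: after correction the relative median was 1.57 in patient 1 but 0.38 in patient 2, below the 0.5 set before the test. Both lists stayed past the threshold in the blocked fit with the correction (camera with the preset correlation, larger adjusted p = 3.48e-06). In the simulated data the blocked fit also called 3 lists that had not been shifted. That test therefore cannot settle whether such a trend is the whole cause. Monocytes in the HHT samples, which the sort should remove, stay open because the 7 abundant monocyte genes had medians of 1.02 and 0.49, and the gap to the lists was 0.44 in patient 2, short of the 0.5 set before the test; LYZ was at 21.4 and 44.3 FPKM, and at 296 and 416 FPKM, while S100A8 was at 18.4 and 105 FPKM, and at 207 and 150 FPKM. Action of HHT itself, for example a longer life of short-lived mRNAs when translation is blocked, also stays open as a hypothesis and was not tested.

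The second pattern is the rise of HBA1 and HBA2 without their partner HBB. More erythroid cells in the HHT samples are argued against, because the other 14 erythroid markers had medians of −0.22 and −0.26. Of these markers BLVRB and CA2 did go with HBA1 and HBA2, with mean log2 fold changes of 2.04 and 1.20. Reads split differently between HBA1 and HBA2 are argued against by their sum, which was higher by 3.12 in patient 1 and 4.28 in patient 2 on the log2 scale. A GC content trend alone is argued against too, since 194 coding genes with the GC content of HBA1 and HBA2 had medians of 0.18 and 0.82. Those genes were not matched on length, and HBA1 and HBA2 are short (540 and 513 nt). A joint trend with GC content and length is thus not covered by that test and stays open. Low alpha-globin values in the untreated libraries for another technical reason, and an action of HHT, were not tested and stay open.

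The third pattern was noticed among genes lower with HHT that are known from endothelium, named here after their values were seen. TM4SF1 was at 168 and 18.1 FPKM, and at 11.9 and 0.791 FPKM, RNASE1 was at 5.51 FPKM and listed at 0, and at 16.4 and 3.12 FPKM, DNASE1L3 was at 10.03 and 2.65 FPKM, and at 7.47 and 2.13 FPKM, and TIE1 was at 6.40 and 2.69 FPKM, and at 10.8 and 0.261 FPKM; none passed in either fit. GC content and length are argued against, as after correction the mean of the 4 genes was −2.19 in patient 1 and −2.52 in patient 2. Fewer endothelial cells, which can carry CD34 and CD123, could not be told apart from other explanations. The 15 other endothelial genes had medians of −0.30 and −0.17 relative to all genes. By the limit set before the test, these are not low enough for this cause. The 15 genes went both ways, however, with quartiles of −1.01 and 0.76 in patient 1 on that scale, so the cause is left open. VWF was at 7.75 and 4.19 FPKM, and at 1.03 FPKM and listed at 0, whereas PECAM1 was at 57.4 and 25.6 FPKM, and at 10.9 and 17.6 FPKM, and several of the 15 are also expressed in blood stem cells. Whether HHT lowers these transcripts in the sorted cells themselves was not tested.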
